A study of Homo sapiens with 2 samples. Its data were reported in "IMP1 regulates UCA1-mediated cell invasion through facilitating UCA1 decay and decreasing the sponge effect of UCA1 for miR-122-5p" (2018).

How the data were processed

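MDA-MB-231 (MDA231) is an established human breast cancer cell line of the triple-negative type. Total RNA of MDA231 cells that express the RNA-binding protein IMP1 (the IMP1 array) and of MDA231 control cells that carry GFP and are labelled as not expressing IMP1 (the GFP array) was labelled with Cy3 and hybridised, 1 array per group, to a 1-colour Agilent lncRNA array. Per the paper, the former overexpress a Flag-tagged fusion of IMP1 and GFP, and the control cells have lower endogenous IMP1. The 2 groups were taken from the genotype labels. There were no replicates, so no test was run and no p-value was computed.

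The authors deposited the scanner output of each array as spot intensity, read with Agilent Feature Extraction 10.7 per the submitters' processing notes. Per the file headers, the processed intensity had been background-subtracted and detrended within its own array and not normalized between arrays. The deposited files also hold the mean intensity of each spot and the median intensity of its local background, which carry no correction. The authors also deposited a table of log2 values with 1 value per probe. Its columns had medians of 3.08 for the IMP1 array and 3.09 for the GFP array and tracked log2 of the processed intensity. The values looked quantile normalized, but the tool and the order of steps are not given in the sources used here. That table lists only part of the probes, and these are called lncRNA probes here (63383 of the 103172 probes used). The remaining 39789 are called other probes, because no gene names or coding status were given for them.

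Each array held 180880 spots, of which 175906 were not controls, and 0 of the non-control spots were saturated. Outlier spots (1147 on the IMP1 array and 1241 on the GFP array) and 84 probes of ERCC spike-in RNAs were left out. The repeated spots of a probe were averaged on the log2 scale; 50579 probes had 1 spot, 32677 had 2 and 19916 had 3. A probe was taken as measured on an array where most of its spots were flagged as well above background. Because under 50% of probes (49.8%, 51361 probes) were measured on both arrays, each array was scaled on the 75th percentile of those probes, which took 0.33 log2 units off the IMP1 array against the GFP array. Differences are log2 IMP1 minus log2 GFP. Levels are log2 signals relative to the 75th percentile of the array.

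A probe was counted as higher or lower where it was measured on both arrays and its log2 difference was at least 1 or at most -1. A probe measured on 1 array only has a bound: the bright value less the higher of the dim array's lowest signal among measured probes and the probe's own value, with no bound where this was under 0. The lowest such signals were 3.38 on the IMP1 array and 3.1 on the GFP array on the unscaled log2 scale. These probes were counted apart. The error given beside a probe is the SD of the log2 difference over its repeated spots, which covers the spot and the scan but not culture, RNA or labelling. Over 21231 probes the pooled SD was 0.26 and the median SD was 0.11. Probes of the same sequence differed with an SD of 0.23 over 4435 sequences. The number of arrays limits the precision.

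Named transcripts were set before the data were examined, as the genes the study measured again by another method together with GAPDH, and as the 5 lncRNA transcripts with the largest increase and the 5 with the largest decrease among those measured on both arrays with probes of 1 sign. Further named transcripts are a selection made after their values were seen. It leaves out several with larger increases, such as ENSG00000249279 (1.91), NONCODE n385017 (1.55) and LOC100505994 (1.51), and the MMP1 probes were looked up by locus and not by rank. The scanner files carry array transcript numbers and no gene symbols. Names were taken from the annotation columns of the study's list of changed probes (978 probes, all found on the arrays), extended to other probes of the same array transcript or of identical sequence, and from RefSeq names (GRCh38) with no coordinates. These 978 are fewer than the changed lncRNAs that the study counted, so a probe without a name may still be among those. The probe antisense to UCA1 was recognised by the sequence of a qPCR primer of the study. Names therefore exist mostly for probes that the study had picked on these samples, and a named transcript is no independent evidence of direction. The probes of MALAT1, PKM, IGF1R, IGF2BP1 (the gene of IMP1) and ACTB are not named in the sources used and were not analysed here, so IMP1 itself does not check the labels. The 25 gene lists fixed before the data were examined could not be tested, since the best covered had 50.0% of its members measured under a name and 80% was required. The coding genes with the largest changes were likewise not named.

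Alternative settings were normexp background correction with offset 50, uncorrected mean intensity, quantile normalization, median centring, scaling over all probes, cyclic loess, the deposited log2 values and other filters and units. Scaling on E1A spike-in probes or on human GAPDH control probes, a lowess correction for probe GC content with a span of 0.3, counting of distinct probe sequences and a looser filter on the deposited log2 values were added after the data were seen. Work was done with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6) and R 4.3.3 with limma 3.58.1. The calling steps were tested on simulated arrays, run on 53501 probes with noise at the pooled spot SD, in which 200 probes were changed for this comparison. At a log2 change of 1.5, 98.0% of the raised and 98.0% of the lowered probes were recovered, and at 2 all were (100.0%). Of unchanged probes, 0.004% were called, and 0.006% of unchanged single-spot probes. The changed probes were drawn from brighter measured probes only, and the flags for above background were kept from the GFP array. Recovery was therefore not tested for dim probes or for probes that drop to background. The simulation used normal noise of the same SD for every spot and holds no defective spots. The share of unchanged probes called follows from that setting and is no error rate of these arrays.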

Results

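The data are lncRNA array profiles of MDA231 breast cancer cells that express IMP1 (the product of IGF2BP1), and of GFP control cells labelled as not expressing it. Per the paper, the contrast is overexpression of a tagged IMP1 against a lower endogenous level. The study asked which lncRNAs change with IMP1, an RNA-binding protein that acts on the stability, localisation and translation of its target RNAs. There was 1 array per group, so no difference reported here has a replicate check. On the IMP1 array 49.2% of spots were well above background, and on the GFP array 49.3%. The 75th percentile of the processed intensity was 142 on the IMP1 array and 117 on the GFP array, and 51361 probes were measured on both.

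UCA1, a lncRNA linked to invasion of several cancers, was 2.57-fold lower on the IMP1 array, with a log2 difference of -1.36 ± 0.01 (SD over 2 spots). LINC01637 was 2.11-fold higher, with a log2 difference of 1.08 ± 0.01 over 2 spots. The 4 named probes of transcripts inside CASP8AP2, a gene whose protein takes part in caspase-8 signalling and histone gene expression, were at least 2-fold higher, between 1.06 and 1.29, with a median of 1.17. They have names because the study listed them as changed, so unchanged probes there would not be seen, and they do not separate lncRNAs of the coding gene from its mRNA. MACC1-AS1, antisense to the metastasis gene MACC1, was measured on the GFP array only and was at least 2.54-fold lower on the IMP1 array. The study chose these genes on the same samples, so their directions on these arrays are no independent evidence. The paper reports that RT-qPCR over independent experiments in these cell lines gave the array's directions for them and for NEAT1. It also reports higher UCA1 in T47D cells with IMP1 knocked down. UCA1 stayed lower, but less than 2-fold, with a log2 difference of -0.90 under scaling on the spike-in probes and -0.84 under scaling on GAPDH. The median of CASP8AP2 fell below 2-fold, to 0.49, after normexp correction and to 0.66 with uncorrected mean intensity. LINC01637 fell below 2-fold after normexp correction (0.83) and with uncorrected mean intensity (0.97). The bound of MACC1-AS1 fell below 2-fold in those settings and under scaling on spike-in probes or GAPDH, to between -0.50 and -0.89.

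NEAT1, the lncRNA that builds paraspeckles in the nucleus, was read by 8 probes placed along the transcript from its 5' end. Their median log2 difference was 0.44, and 1 of the 8 probes passed 2-fold. Segments 1, 2 and 3 differed by 0.87 ± 0.14, 0.81 ± 0.10 and 1.12 ± 0.01 (SD over 2 spots each). Segments 4 to 8 had a mean of 0.24, against 0.93 for segments 1 to 3. Segment 7 was at -0.14 ± 0.03, and segment 8 was at 0.45 ± 0.65, where the 2 spots disagreed.

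**Figure D1:**
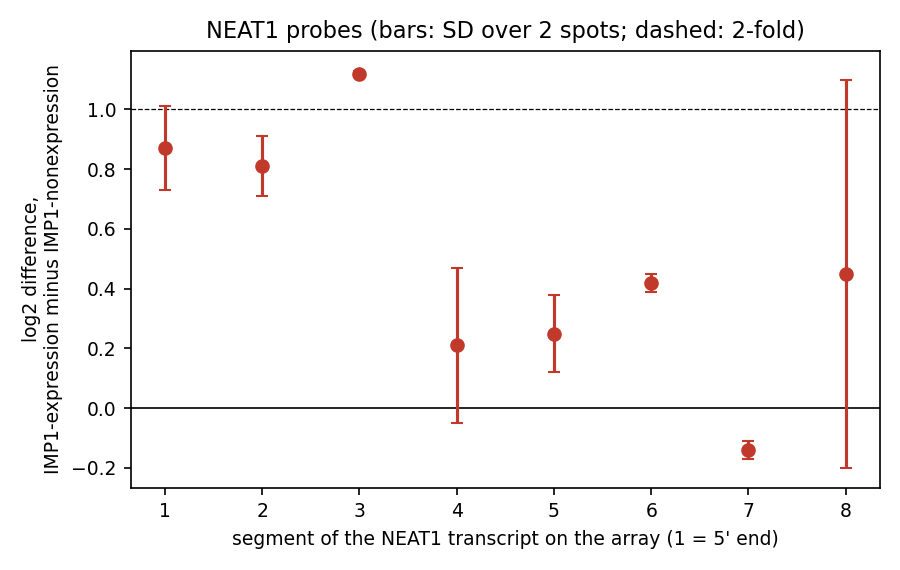
Log2 difference of the IMP1 array minus the GFP array (vertical axis, log2 units) for each of the 8 NEAT1 segments (horizontal axis, segment number from the 5' end); points are probe values, bars are the SD over 2 spots and the dashed line marks 2-fold. Segments 1 to 3 lie between 0.81 and 1.12, and segments 4 to 8 between -0.14 and 0.45.

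Beside UCA1, probes of further transcripts assigned to its locus on chromosome 19 were lower on the IMP1 array. They were looked up after their values were seen, and most carry a name because they are in the study's list of changed probes, so a neighbour without a change would not have been found this way. The transcript lnc-OR10H5-2, annotated on the plus strand like UCA1, differed by -1.54 ± 0.03 over 2 spots, and a separate probe of the same sequence gave -1.48. AC004510.3, annotated on the minus strand across the same stretch, differed by -1.72 ± 0.12 over 3 spots. The identical sequence on TCONS_l2_00012888 gave -1.78 ± 0.02 over 2 spots, and on XLOC_l2_006937 it gave -1.87 in 1 spot. A probe that carries the sequence of a UCA1 reverse primer, and so reads antisense RNA, was at -0.54 ± 0.14 over 3 spots.

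**Figure D2:**
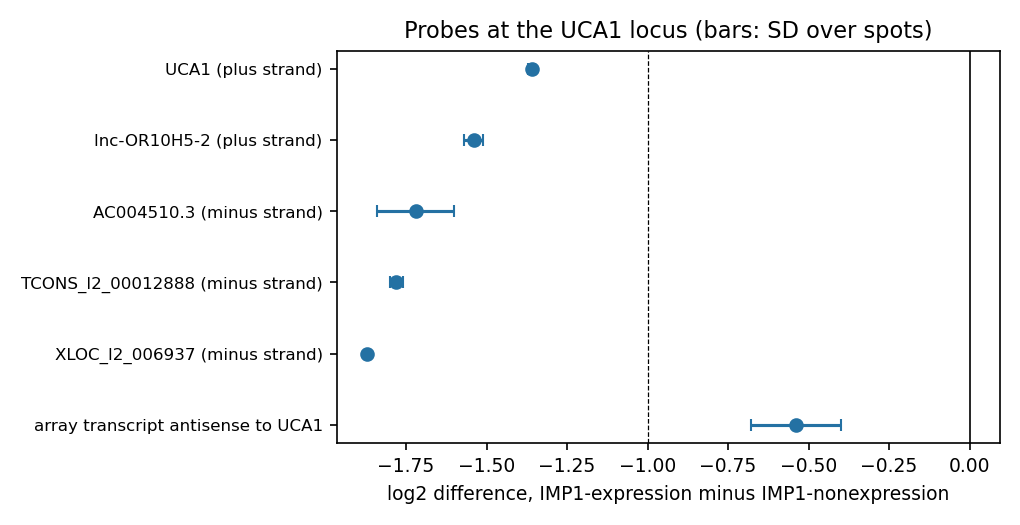
Log2 difference of the IMP1 array minus the GFP array (horizontal axis, log2 units) for 6 probes at the UCA1 locus; points are probe values, bars are the SD over 2 or 3 spots, XLOC_l2_006937 has 1 spot and no bar, and the dashed line marks 2-fold. The first 5 probes lie between -1.36 and -1.87, and the antisense probe at -0.54.

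Over all lncRNA probes measured on both arrays (24926), 412 (1.65%) were at least 2-fold higher on the IMP1 array and 168 (0.674%) were at least 2-fold lower. Within 1.5-fold lay 86.7% of them, and 10 were higher and 5 lower by 4-fold or more. After scaling, the median of all measured probes, lncRNA and other, was -0.13. Higher probes made up 71.0% of the calls. Fewer were called after normexp correction (91 higher and 37 lower), with uncorrected mean intensity (132 and 51) and under a stricter signal filter (273 and 77). Under median centring the split was 635 higher and 105 lower (85.8% higher), and under cyclic loess 652 and 94 (87.4%). With scaling on the spike-in probes it was 1783 and 35 (98.1%), and with scaling on GAPDH 2160 and 30 (98.6%). Probes with no filter on dim signal gave 1561 higher and 2564 lower, and those above background on at least 1 array 753 and 547. The GAPDH control probes differed by -0.47 and -0.57 on the main scale and by -0.02 and -0.11 against the spike-in probes. The PGK1 control probes were at -0.33 on the main scale and turned to 0.13 against the spike-in probes.

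**Figure D3:**
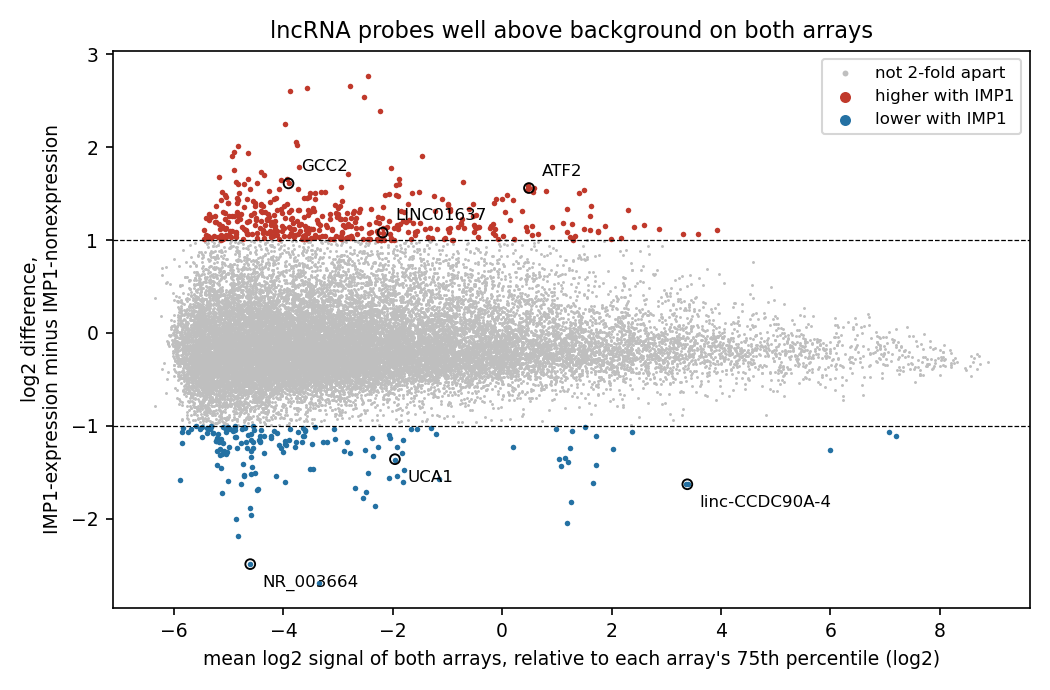
Log2 difference of the IMP1 array minus the GFP array (vertical axis) against the mean log2 signal of both arrays relative to each array's 75th percentile (horizontal axis), 1 point per lncRNA probe measured on both arrays; red points are at least 2-fold higher, blue points at least 2-fold lower, and the dashed lines mark 2-fold. The 412 higher probes outnumber the 168 lower ones, and circled probes are named.

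Of the 412 higher lncRNA probes, 78.6% had a name. The second segment of a transcript named ATF2, after a transcription factor gene, differed by 1.56 ± 0.08 over 2 spots, and other probes of its sequence averaged 1.56. GCC2, a golgin of the trans-Golgi, differed by 1.61 ± 0.16 in its second segment. GULP1, an adaptor for engulfment of dying cells, differed by 1.48 ± 0.08, and EXTL2, a glycosyltransferase, by 1.47 ± 0.07. COG6, a subunit of a Golgi tethering complex, differed by 1.38 ± 0.07 over 3 spots. A transcript inside CKAP2, which codes for a spindle protein, differed by 1.39 ± 0.01. A transcript inside RIF1, a DNA repair gene, was at 1.36 ± 0.06, and linc-SLC25A45-5 was at 1.37 ± 0.03. The 2 probes named for MMP1, the interstitial collagenase gene, were found through the study's list of changed probes and were at 1.30 ± 0.02 and 1.28 ± 0.35. Many of the probes picked here lie in or are non-coding variants of coding genes, and do not separate them from the mRNA. Among all named higher probes, 84 were annotated as inside a coding gene, 168 as intergenic and 72 as unknown. TCONS_l2_00004566 was at 1.53 ± 0.01 over 3 spots.

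The 5 transcripts with the largest increases had no name. CUST_21207_PI429285431 differed by 2.77, but its 2 spots disagreed, with an SD of 4.29. CUST_30835_PI429285431 differed by 2.66 ± 0.11. CUST_51456_PI429285431 differed by 2.64 ± 0.16 over 3 spots, CUST_31702_PI429285431 by 2.61 ± 0.19 and CUST_30727_PI429285431 by 2.54 ± 0.30. Alternative settings were not run for the latter transcripts. The 5 largest decreases had names. A transcript within an intron of NXF1, the mRNA export factor, differed by -2.69 ± 0.09 over 2 spots, and NR_003664 by -2.49 ± 0.09. An annotated ribosomal RNA, ENST00000365096, differed by -2.19 ± 0.08 and a transcript within ANKRD31, TCONS_l2_00022961, was 4-fold lower. After normexp correction ENST00000365096 (-0.98) and TCONS_l2_00022961 (-0.94) were no longer 2-fold lower, and NR_003664 was at -1.24 and the NXF1 transcript at -1.74. CUST_30835_PI429285431 was then at 1.75 and CUST_21207_PI429285431 at 2.19. XLOC_010411 differed by -2.05 in 1 spot, but another probe of its sequence measured -0.38. A second annotated ribosomal RNA, ENST00000365304, differed by -1.82 ± 0.08, and linc-CCDC90A-4 by -1.63 ± 0.17 over 3 spots, which another probe of its sequence repeated at -1.63. NAPA, a non-coding variant of the alpha-SNAP gene of vesicle fusion, measured -1.62 with spots that disagreed (SD 1.91), and another probe of its sequence gave -0.18.

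Probes measured on 1 array only were counted by their bound. Of 1284 lncRNA probes seen on the IMP1 array only, 249 were at least 2-fold higher, and of 1353 seen on the GFP array only, 266 were at least 2-fold lower. Among other probes these numbers were 314 of 896 and 269 of 769. These numbers depend on the background setting: normexp correction gave 1 higher and 17 lower lncRNA probes and 3 and 18 other probes, and uncorrected mean intensity gave 4 and 26 lncRNA probes and 12 and 30 other probes. Scaling on GAPDH gave 751 and 58 lncRNA probes. The largest bound over all these probes was 4.12 log2 units, against 3.40 for the largest difference measured on both arrays.

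Among the 26435 other probes measured on both arrays, which carry no gene names here, 967 (3.66%) were at least 2-fold higher and 228 (0.862%) at least 2-fold lower. Higher probes made up 80.9% of these calls. The split moved to 1472 and 145 (91.0%) under median centring, 1452 and 129 (91.8%) under cyclic loess, 3504 and 45 (98.7%) with scaling on the spike-in probes, and 4043 and 39 (99.0%) with scaling on GAPDH. It was 256 and 53 after normexp correction, 365 and 79 with uncorrected mean intensity, 1912 and 1606 (54.3%) with no filter on dim signal, and 1403 and 587 (70.5%) with at least 1 array above background. Within 1.5-fold lay 82.6% of the other probes. The difference ranged from -2.83 to 3.40. The probe at each end had 1 spot and no measured repeat of its sequence. How many of the calls among other probes rest on 1 spot was not counted.

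Among lncRNA probes of at least 35% GC, those in the lowest bin were higher on the IMP1 array most often. In that bin, from 35 to 40% GC, 284 of 7582 probes (3.75%) were at least 2-fold higher and 53 (0.699%) were lower, with a median of -0.01. From 45 to 50% GC, 49 of 7485 probes were higher and 54 lower, with a median of -0.20. At 55% GC and over, 11 of 3348 were higher and 14 lower, and the median was -0.27. Below these bins, 2 of 75 probes from 30 to 35% GC (2.67%) and 0 of 60 under 30% were higher, and none were lower.

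**Figure D4:**
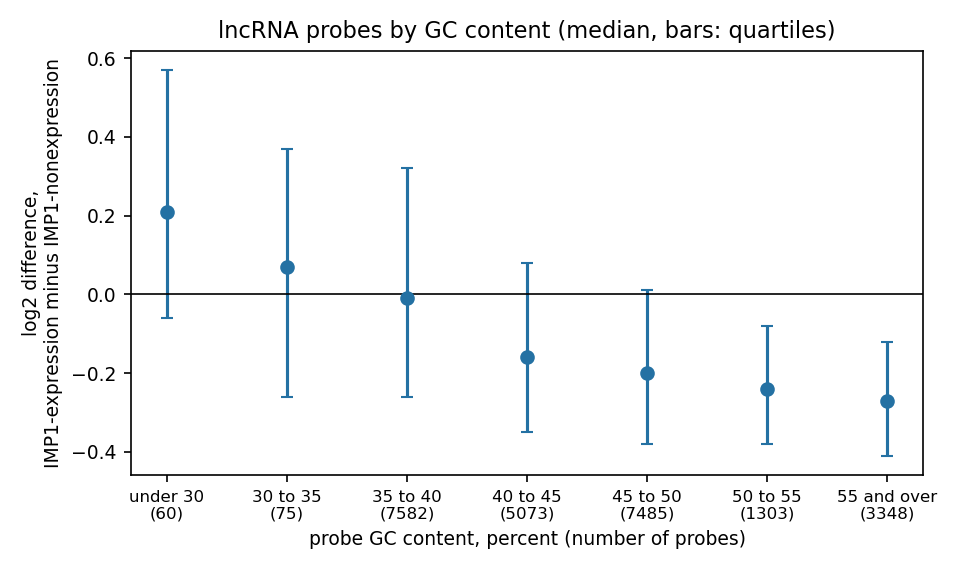
Log2 difference of the IMP1 array minus the GFP array (vertical axis, log2 units) by GC content of the probe (horizontal axis, percent, number of probes in brackets) for lncRNA probes measured on both arrays; points are medians and bars are quartiles. The medians go from 0.21 for the 60 probes under 30% GC to -0.27 at 55% and over.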

Values the study reported

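In the study's own analysis, IMP1 expression went with higher levels of 892 lncRNAs and lower levels of 415, which makes 1307 past its fold threshold.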

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

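A signal appeared in probes that no comparison used. Of the 84 probes for synthetic ERCC spike-in RNAs, 15 were well above background on both arrays (17.9%), with no control array without these RNAs to compare against. Whether ERCC RNA was added to the samples is not given in the sources used here. Their median difference was -0.11 before scaling.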

How the results depend on the processing

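No paired analysis was possible because there was 1 array per group and no test. Not run: IGF2BP1, gene list medians and named coding genes, for lack of names. ATF2, GCC2 and other transcripts named after their values were seen were not run under the alternatives. Settings for spike-in or GAPDH scaling, GC correction, distinct sequences and the deposited values with a looser filter were chosen after the data were seen. Of 94 counts under alternatives, 34 stayed within 1.5 times the count reported. Of 128 values of single named genes under alternatives, 84 moved by less than the pooled spot SD and 0 changed direction where called. The causes of the changes below were not tested, unless the setting itself raises or lowers all probes or shrinks their differences.

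Counts are higher then lower on both arrays, then higher and lower by bound. Normexp: lncRNA 91, 37, 1 and 17, other 256, 53, 3 and 18. Uncorrected mean intensity: lncRNA 132, 51, 4 and 26, other 365, 79, 12 and 30. Median centring: lncRNA 635 and 105, lower by bound 171, other 1472 and 145. Cyclic loess: lncRNA 652, 94, 402 and 128, other 1452 and 129, lower by bound 155. Spike-in scaling: lncRNA 1783, 35, 685 and 68, other 3504, 45, 652 and 80. GAPDH scaling: lncRNA 2160, 30, 751 and 58, other 4043, 39, 688 and 73. Lower by bound under quantile normalization: lncRNA 166, other 179; with the deposited log2 values, lncRNA 174. GC correction: other 146 lower. No dim filter: lncRNA 1561 and 2564, other 1912 and 1606. At least 1 array above background, at measured values: lncRNA 753 and 547, other 587 lower. Signal at least 2 log2 units above the lowest measured: lncRNA 273 and 77, other 103 lower. Deposited log2 values over probes above background on at least 1 array: lncRNA 888 and 414. Counting transcripts or distinct sequences moved no count past 1.5 times, but most other probes stand alone, so these settings hardly act on them. Normexp and uncorrected intensity lowered each of these counts, and whether dim probes account for this was not tested.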

Other observations

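The tests on scaling, position along the transcript, the short isoform of NEAT1 and the neighbours of UCA1 were chosen after the result was seen, as were the GC correction and the scalings on spike-in or GAPDH probes.

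The main count of lncRNA probes here was 412 higher and 168 lower, 580 in all. These are lower than the counts of the study given above. The deposited log2 values at the same fold, over probes well above background on at least 1 array, gave 888 higher and 414 lower, 1302 in all.

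Named probes on both strands at the UCA1 locus were lower on the IMP1 array. The 3 probes on the minus strand, which share 1 sequence, were at -1.72, -1.78 and -1.87, but they have names because the study listed them as changed, so a difference was fixed by how they were found. The yardstick set for the minus-strand probes was the spot spread, and they passed it. The probe antisense to UCA1, found by a primer sequence and not by its change, was at -0.54 ± 0.14. It lay below the median of all measured probes (-0.13) by more than the pooled spot SD of 0.26. The distance was within the SD of 0.44 over all measured probes, so a probe picked at random could lie as low. A fall of UCA1 RNA alone therefore stays open, as does a difference between the cultures. A lower output of the whole locus may be a hypothesis for a measurement of transcription, which was not made here. The paper's own evidence on UCA1 decay comes from other experiments. In T47D cells it reports more UCA1 after actinomycin D when IMP1 was knocked down. Vector-expressed UCA1 was higher when its IMP1 motifs were mutated, and UCA1 and CNOT1 were found in IMP1 precipitates. From these the paper concludes that IMP1 binding lowers UCA1 stability.

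Higher lncRNA probes outnumbered lower ones by 2.45 times, and 284 of the higher ones lay at 35 to 40% GC. A GC effect of the probes would act within a transcript as between transcripts, but the slope within was 0.14 of the slope between. The 95% bootstrap interval was 0.09 to 0.20 over 2628 probes of 1212 transcripts with several segments. This goes against GC content as the whole cause among those probes. They are a small part of the 24926 lncRNA probes measured on both arrays, and the rest were not tested. The GC correction also moves the median to -0.01, and beside median centring, which has nearly the same centre, it lowered the ratio from 6.05 to 2.77, so GC content may account for part. No scaling or background setting turned the excess, since the lowest ratio over 9 alternatives was 2.24. These settings lowered the median by at most 0.05 log2 units and raised it by up to 0.52, which adds higher probes. They could therefore not test a larger shift the other way. On the main scale the E1A spike-in probes lay at -0.46, and the GAPDH (-0.47 and -0.57) and PGK1 (-0.33) control probes were also negative. These values argue against such a shift if the controls were equal in both samples. That was not tested, so scaling stays open to that extent. Cyclic loess gave 6.94, beside 6.05 for median centring with nearly the same centre. Removing a brightness trend thus did not lower the ratio, which goes against such a trend as the cause. With no dim filter the ratio was 0.609, so the excess holds for measured probes only, and a change with IMP1, a difference in RNA input or a difference between cultures stay open and were not told apart by any of these tests.

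The 5' segments of NEAT1 were higher than its 3' segments by 0.69. Over 1211 other transcripts with several segments (2620 segments in all), the median of the first minus the last was -0.01 (interval -0.03 to 0.00). This goes against a general trend over short spans. Most of these transcripts had fewer measured segments than the 8 of NEAT1, so a trend over its length was not tested. By that measure 95 of them reached the 0.42 of NEAT1, so NEAT1 is not rare by it. The 0.42 rests on segment 8, whose 2 spots disagreed, and the 0.69 was not ranked against other transcripts. After the GC correction the difference was 0.59. Segment 3 stood 0.88 above the mean of segments 4 to 8. Elsewhere, the central 95% of segments against all others of their transcript reached up to 0.80. After normexp (0.47 against 0.60) and GC correction (0.69 against 0.76) the value of segment 3 was below that limit. The NEAT1 value leaves out the raised segments nearer the 5' end, so it is not the same measure as the limit. Whether segment 3 lies outside the spread was therefore not tested. By general knowledge, not by these files, segment 3 (bases 6001 to 9000) lies past the end of the short isoform, and a rise of that isoform alone stays open.

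The largest differences came from probes seen on 1 array only, where a bad single spot may be the cause. Of 226 single spots called by bound with another probe of the same sequence, 13 were repeated by it (5.75%, Wilson 95% interval 3.39 to 9.59). Among the brighter of these spots 7.08% were repeated (upper bound 13.4%), against 4.42% among the dimmer, and since even the brightest lay below the median of measured probes (7.02 against 7.79 log2 units), brightness near the floor stays open. Called spots on the GFP array lay closer together than random ones (median distance 8.60 against 10.0 rows or columns, percentile 0.2 of 1000 draws), which is consistent with a local blemish there for part of them, but those on the IMP1 array did so less (9.49 against 10.2, percentile 5.4), within the range of random draws.

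Of 113 single-spot calls measured on both arrays, 31.9% were repeated at 2-fold by another probe of the sequence and 87.6% had its sign.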
